A study of Mus musculus with 22 samples. Its data were reported in "Enhanced protein synthesis is a defining requirement for neonatal B cell development" (2023).

How the data were processed

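The libraries were poly-A RNA of B cell precursors from bone marrow of tet-LIN28B mice and littermate controls after 10 days of doxycycline chow (200 mg/kg). Per the labels, cells positive for CD3, TER119 or GR1 were depleted, CD93+ IgM- cells were split by cKIT into Pro-B and Pre-B cells and by forward scatter into large and small cells, RNA was taken up in RNAzol, and libraries were made with SMART-Seq v4 and Nextera XT. The study names 2 Illumina sequencers without giving which library ran on which, so a sequencer batch could not be checked. Per the labels the libraries of a stage are separate mice, and the mouse named for each library was used to find the 7 mice that gave both a large Pro-B and a large Pre-B library.

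Per the submitters' processing notes the authors aligned reads with STAR 2.7.1 to mm10, quantified genes with RSEM 1.28 and normalized with DESeq2. The annotation used for counting is not given in the sources used here. The deposited signal of each gene is a normalized count, made by the authors by dividing counts by a size factor per library, in 1 table per stage. The authors also deposited log2 fold changes, standard errors on the log2 scale, test scores (Wald statistics), p-values and a base mean signal per gene for each stage, which are quoted only as the authors' deposited table. Genes at 0 in all libraries of a stage (1185, 3707 and 2327 genes for the stages in order of development) have a base mean above 0 there, so that table was computed over other values than those analysed here. The deposited tables were normalized separately, so tests were made within a stage, and levels set side by side across stages are on separate scales.

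Deposited gene symbols had been altered by R's rules for names. They were restored where a single reference symbol matched, for 3125 of 3493 altered symbols in large Pro-B, 3206 of 3573 in large Pre-B and 1944 of 2157 in small Pre-B cells, and kept as deposited elsewhere. Low values of each library are whole multiples of 1 read, and 100% of values came out whole within 0.1 read, which gave library totals of 13.9 to 23.3 M, 19.9 to 30.4 M and 32.0 to 51.0 M reads for the 3 stages. These totals and the floor of 3 reads used where a group is at 0 cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Gene coordinates are those of NCBI RefSeq for GRCm38.p6, the same build as mm10, and span the whole gene, since the values are per gene. Overlapping and near-identical genes may share reads.

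Genotypes were compared within each stage with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(normalized count + 1), over genes with a normalized count of at least 10 in at least as many libraries as the smaller group. This left 13776, 14155 and 14664 genes. Normalized counts are not counts, so a count test was not the main test. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Differences between stages were tested over 11830 genes in 1 limma model of the 6 groups with the mouse as a random block (correlation 0.278). With a library left out, the filter was applied again and the correlation of the full model was kept. An SD is that between the mice of a group, and an SE that of the limma fit.

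In all 37 gene lists were tested, fixed before the data were examined, of which 33 were compiled for this work from general knowledge, 1 holds the 238 transcripts the study found bound to LIN28B in cultured cells, and 3 hold immunoglobulin variable segments by symbol. The MYC list of 199 genes is thus not the file of a published collection. Lists with at least 3 measured genes were tested with camera (preset correlation 0.01), which gave 103 tests adjusted together, and again with an estimated correlation and with fry, which tests whether a list's genes move one way on balance. The MYC list was also tested with fgsea 1.28.0 on genes ranked by the moderated t, and its normalized enrichment score is called the MYC score. For stage differences, lists were tested with cameraPR on the moderated t turned into z scores, because camera takes no block. All lists, tests, alternatives and the rule for named genes were otherwise chosen before the data were examined. The rule names a panel of genes, per stage up to 5 genes with the highest and 5 with the lowest log2 fold change among called genes with a mean normalized count of at least 50 in 1 group and no overlap between groups (predicted genes and receptor segments left out), up to 4 called members of each list with the smallest adjusted p, and up to 5 genes per stage difference. Some results that meet the rule are not reported here. The panel genes Lin28a, Igf2bp1, Igf2bp2 and Hmga2 had mean normalized counts under 20 in every group where they are listed, and passed in none of the stages where they were tested.

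Gene counts and named genes were computed again with other pseudocounts (0.5 and 10), no filter or a filter at 50, the same total per library, quantile normalization, array weights, the replicate number as a block, each library left out in turn, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and the authors' deposited table. Lists were computed again with the other pseudocounts, no filter, quantile normalization, the replicate block and each library left out, the MYC score also with the same total, the authors' deposited test scores and without ribosomal protein and cell cycle genes. Stage differences were computed again with the other pseudocounts, quantile normalization, no random block and each library left out. Sex read from Xist and Ddx3y as a covariate, leaving out libraries that stand apart (a median Spearman correlation with the other libraries of the stage over 3 scaled median absolute deviations under the median) and the let-7 list without its member Lin28b were added after seeing the data. The libraries left out were control replicate 4 and tet-LIN28B replicate 4 of large Pro-B and control replicate 3 of large Pre-B cells. Replicate libraries differed by more than sampling noise (lowest chi-square per degree of freedom 11.5), so none was counted with another. Each step was tested on simulated data with the means and spread of the real libraries. Of genes changed by a fold of 4, 58% were recovered in large Pro-B (13227 genes), 88% in large Pre-B (13486 genes) and 100% in small Pre-B cells (14402 genes), with 1, 6 and 17 false calls. Of 200 genes whose effect differed by a fold of 8 between small Pre-B and large Pro-B cells, 87% were recovered (11526 genes).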

Results

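Poly-A RNA was sequenced from B cell precursors sorted from the bone marrow of adult mice that carry a doxycycline-inducible LIN28B transgene (tet-LIN28B) and of littermate controls. LIN28B is an RNA-binding protein of fetal and neonatal progenitors that blocks maturation of let-7 microRNAs and also binds mRNAs directly. Mice of both genotypes were fed chow with doxycycline (200 mg/kg) over 10 days. The 3 sorted stages follow the order of development: large Pro-B cells, which rearrange the immunoglobulin heavy chain, large Pre-B cells, which divide in response to the pre-B cell receptor, and small Pre-B cells, which have left the cell cycle and rearrange the light chain. There were 4 control and 5 tet-LIN28B libraries of large Pro-B cells, 3 and 4 of large Pre-B cells, and 3 and 3 of small Pre-B cells, 22 libraries from 15 mice. All 7 mice with a large Pre-B library also gave a large Pro-B library, whereas the small Pre-B libraries came from other mice. Libraries held 13.9 to 23.3 M reads on genes in large Pro-B, 19.9 to 30.4 M in large Pre-B and 32.0 to 51.0 M in small Pre-B cells. Each stage was compared between genotypes on its own, to ask which transcripts change with LIN28B at that stage, and the genotype effects were then compared between stages.

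The labels were checked on Lin28b itself (chromosome 10, 45376617 to 45486314 in GRCm38). The transgene is a human cDNA, so the mouse gene counts its own reads and only those transgene reads that align to it, which the values do not tell apart, and its level is not the level of the protein. Lin28b stood at a mean normalized count of 6.96 ± 2.34 (SD, n = 4) in control and 120 ± 72.1 (SD, n = 5) in tet-LIN28B large Pro-B cells. Large Pre-B cells had 18.3 ± 9.63 (SD, n = 3) and 85.5 ± 60.6 (SD, n = 4). In small Pre-B cells it was at 0 in all 3 controls and at 145 ± 76.4 (SD, n = 3) in tet-LIN28B cells, at least 49.3-fold higher when each control library is given the floor of 3 reads. At each stage the lowest tet-LIN28B library lay above the highest control library. By limma the difference passed the threshold over all genes in small Pre-B cells (adjusted p = 7.72e-05) but not in large Pro-B (log2 fold change 3.78, adjusted p = 0.29) or large Pre-B cells (log2 fold change 2.07, adjusted p = 0.452).

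**Figure D1:**
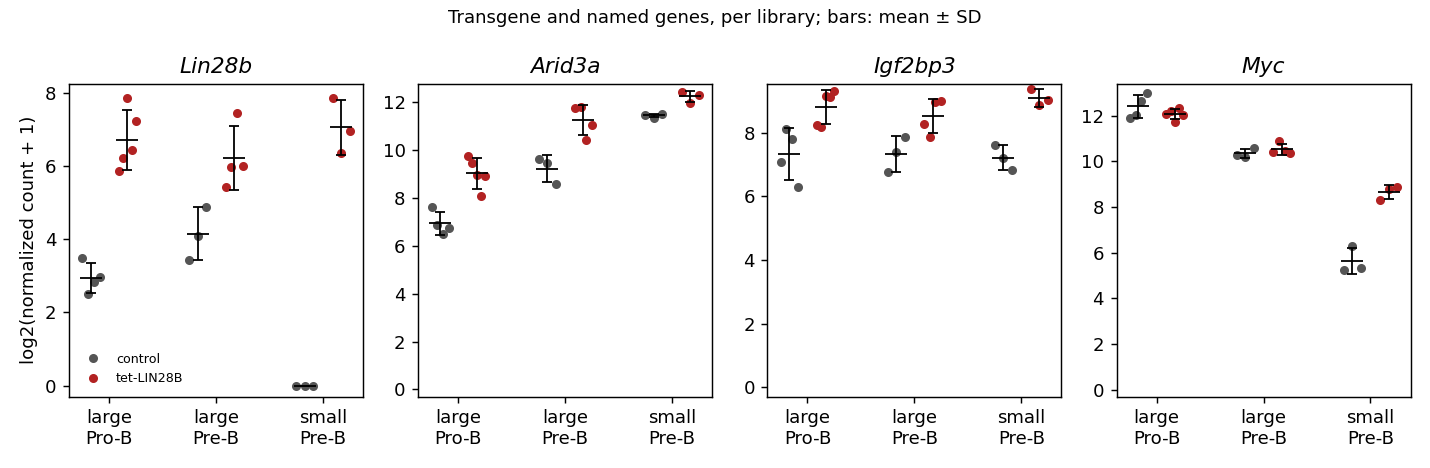
Normalized counts of Lin28b, Arid3a, Igf2bp3 and Myc in each library, as log2(normalized count + 1), for control and tet-LIN28B cells of the 3 stages, with bars for the mean and SD. Myc means were 5650 and 4320 in large Pro-B, 1300 and 1480 in large Pre-B, and 51.1 and 408 in small Pre-B cells (control, then tet-LIN28B).

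In small Pre-B cells, Myc, the transcription factor that drives growth and biosynthesis genes (chromosome 15, 61985341 to 61990361), rose from a mean normalized count of 51.1 ± 22.2 (SD, n = 3) to 408 ± 82.1 (SD, n = 3), a log2 fold change of 3.03 ± 0.29 (SE, adjusted p = 0.000231). Igf2bp3, a let-7 target and RNA-binding protein of fetal cells (chromosome 6, 49085218 to 49215469), rose from 152 ± 41.7 to 554 ± 106 (SD, n = 3 and 3, adjusted p = 0.000626). Arid3a, a let-7 target and transcription factor of fetal lymphopoiesis (chromosome 10, 79927043 to 79955018), rose from 2780 ± 149 to 4840 ± 770 (SD, n = 3 and 3, adjusted p = 0.0016). Il7r, the receptor chain for interleukin 7, fell from 16900 ± 367 to 10400 ± 1550 (SD, n = 3 and 3, adjusted p = 0.00114). Cd5, a surface inhibitor of antigen receptor signalling that marks B-1a cells, rose from 2.43 ± 2.74 to 30.6 ± 12.5 (SD, n = 3 and 3, adjusted p = 0.0143), but not past the threshold without tet-LIN28B replicate 2 (adjusted p = 0.0523). In the authors' deposited table the adjusted p of Il7r is 0.076. Nr4a1, which antigen receptor signals induce, had a log2 fold change of 0.20 ± 0.29 (SE, adjusted p = 0.701).

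Of the 14664 genes tested in small Pre-B cells, 1076 rose and 1031 fell (limma, adjusted p under 0.05). The libraries of the 2 genotypes did not overlap for 33.9% of genes, against 10% by chance. The largest increases that met the naming rule, next to Lin28b, were those of Lrrc32 (0.626 ± 1.08 to 123 ± 71.2), the fatty acid receptor gene Cd36 (122 ± 45.4 to 1490 ± 122), the RNA sensor Tlr7 (6.81 ± 7.61 to 57.4 ± 30.7) and Stac2 (10.9 ± 3.27 to 132 ± 40.1), as normalized counts (SD, n = 3 and 3). Large decreases that met the rule were those of the leukotriene receptor gene Cysltr1 (117 ± 29.9 to 2.63 ± 2.44), Ifitm1 (241 ± 42.1 to 14 ± 2), Lmo7 (62 ± 0.819 to 5.36 ± 6.4) and Neo1 (313 ± 99.5 to 26 ± 21.7). In the authors' deposited table the adjusted p of Lmo7 is 0.658. Tlr7 lost its call without control replicate 2 (adjusted p = 0.0545) or without tet-LIN28B replicate 1 (adjusted p = 0.105). With each library rescaled to the same total, 828 genes were higher and 1227 lower. Leaving out control replicate 1, 2 or 3 or tet-LIN28B replicate 1 brought the number of calls to 1016, 1304, 1223 or 1240, and the authors' deposited table lists 616 higher and 445 lower genes at the same threshold.

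Genes of the protein synthesis machinery that passed in small Pre-B cells were mostly higher. Of 82 ribosomal protein genes, 63 rose and 0 fell (79 and 0 adjusted over the list alone), with a mean log2 fold change of 0.35. Rps19 rose from 14800 ± 509 to 21900 ± 1180 (SD, n = 3 and 3), and Rpl23 (0.37, adjusted p = 0.0411), Rpl36a (0.52, adjusted p = 0.0186) and Rps9 (0.29, adjusted p = 0.03) also passed, whereas Rpl36 did not (log2 fold change 0.29, adjusted p = 0.0861). Of 52 translation factor genes 16 rose and 0 fell (20 and 0 adjusted over the list alone), Eif5a by 0.37 and Eif2s2 by 0.39 on the log2 scale. Of 20 aminoacyl-tRNA synthetase genes 10 rose and 0 fell (12 and 1 adjusted over the list alone), Aars by 0.70 and Qars by 0.55. Of 105 ribosome biogenesis genes 12 rose and 2 fell (9 and 2 adjusted over the list alone). Without control replicate 1 the calls of Rpl23 (adjusted p = 0.144), Rpl36a (adjusted p = 0.0713) and Rps9 (adjusted p = 0.117) were lost, without control replicate 3 or tet-LIN28B replicate 1 those of the same genes, without tet-LIN28B replicate 3 those of Rpl23 and Rps9, and without control replicate 2 that of Rpl23, while without tet-LIN28B replicate 2 Rpl36 passed (adjusted p = 0.0409). The authors' deposited table lists adjusted p values of 0.275 for Rpl23, 0.158 for Rpl36a, 0.16 for Rps9 and 0.0588 for Eif5a. By camera with a preset correlation the lists were higher in tet-LIN28B cells with adjusted p = 1.6e-28, 6.94e-08, 2.02e-06 and 0.00163 in this order. With an estimated correlation between genes the adjusted p values were 0.564, 0.438, 0.438 and 0.438, so none of these calls held. By fry they were 0.0659, 0.0252, 0.02 and 0.02. The estimated correlation of ribosome biogenesis was 0.0171, near the preset 0.01, and its unadjusted camera p still went from 0.000365 to 0.0378. That of the let-7 list at this stage was -0.0207, and its camera p went from 4.7e-06 to 0.00563. A lost call thus does not by itself show that correlation between genes had made it, here or for other lists.

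Of 199 MYC target genes, 45 rose and 0 fell in small Pre-B cells (52 and 0 adjusted over the list alone), among them the nucleotide synthesis gene Prps2 (log2 fold change 0.89) and the glycolytic gene Ldha (0.54). The normalized preranked enrichment score of the list was 2.80 (permutation p = 6.12e-25, a permutation of genes). The LIN28B-bound list holds transcripts pulled down with the protein from cultured cells, which are other samples than these. Of its 237 measured members 59 rose and 3 fell (81 and 3 adjusted over the list alone), Ptgr1 by 0.84 and Uqcrh by 0.37, while Coq7 fell by 0.73 on the log2 scale. The MYC list shares 30 genes with the LIN28B-bound list and 12 with the ribosomal protein list, and the LIN28B-bound list shares 20 with the ribosomal protein list, so these counts are not independent. Of 75 oxidative phosphorylation genes 30 rose and 0 fell (51 and 0 adjusted over the list alone), for instance Ndufb7 by 0.50. Uqcrh lost its call without control replicate 1 (adjusted p = 0.0506). With an estimated correlation the camera adjusted p was 0.472 for the MYC targets, 0.472 for the LIN28B-bound transcripts and 0.584 for oxidative phosphorylation.

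Of 40 interferon response genes, 25 rose and 0 fell in small Pre-B cells (31 and 0 adjusted over the list alone), with a mean log2 fold change of 0.81. Mx1 rose from 78.3 ± 12 to 205 ± 50.4, Ifit3 from 158 ± 41.2 to 428 ± 144 and Usp18 from 283 ± 43.8 to 734 ± 256 (SD, n = 3 and 3). Of 41 measured let-7 targets, 14 rose and 0 fell (16 and 0 adjusted over the list alone), with Hmga1 rising from 15900 ± 466 to 29500 ± 1420 and Cdc34 from 1940 ± 176 to 3990 ± 281 (SD, n = 3 and 3). Of 31 genes of the unfolded protein and stress response 12 rose and 1 fell (17 and 1 adjusted over the list alone). Those that rose included the serine and one-carbon enzymes Mthfd2 (1.05) and Shmt2 (0.67), the amino acid transporter Slc7a5 (0.85) and the chaperone Calr (0.59), as log2 fold changes. Camera called these lists higher with adjusted p = 1.15e-12, 2.85e-05 and 2.73e-05, and with an estimated correlation the adjusted p values were 0.481, 0.145 and 0.541. Lin28b, which marks the transgene here, is itself a member of the let-7 list. Without it, an alternative chosen after seeing the data, 13 of 40 let-7 targets rose and 0 fell (15 and 0 adjusted over the list alone), with a mean log2 fold change of 0.33 (camera adjusted p = 0.000124, and adjusted p = 0.19 with an estimated correlation).

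Genes that mark the passage to immature and mature B cells moved in both directions in small Pre-B cells. Of 42 light chain and late pre-B genes 18 rose and 9 fell (19 and 14 adjusted over the list alone). Ltb, which encodes lymphotoxin beta (chromosome 17, 35194507 to 35196305), rose from 3860 ± 156 to 14200 ± 757, Ms4a1, which encodes CD20, from 5570 ± 136 to 16500 ± 4170, and Fcer2a, which encodes CD23, from 33.3 ± 1.26 to 254 ± 34.5 (SD, n = 3 and 3). Il2ra, which encodes CD25, a surface marker of pre-B cells, fell from 10600 ± 348 to 4820 ± 386, and Cd38 from 27700 ± 785 to 16000 ± 860 (SD, n = 3 and 3). Of 29 pro-B and pre-BCR genes 2 rose and 5 fell (3 and 6 adjusted over the list alone), with log2 fold changes of -0.35 for Ebf1, -0.43 for Sox4 and -0.40 for Myb, and the list as a whole was not called (adjusted p = 0.149). Of 107 kappa variable segments 18 rose and 7 fell (25 and 8 adjusted over the list alone), of 113 heavy chain variable segments 11 rose and 0 fell (6 and 0), and of 3 lambda variable segments 2 fell (2), Iglv3 from 3180 ± 725 to 1140 ± 58.2 (SD, n = 3 and 3). These segments resemble each other closely, so reads may be split between them. With an estimated correlation the adjusted p values were 0.584 for the late pre-B list and 0.71, 0.472 and 0.669 for the kappa, heavy chain and lambda segments. With the preset correlation the late pre-B list was not called without tet-LIN28B replicate 2 (adjusted p = 0.137) or after quantile normalization (adjusted p = 0.255), the kappa segments not without tet-LIN28B replicate 3 (adjusted p = 0.0851), and the lambda segments not without control replicate 1 or 2 or tet-LIN28B replicate 3 (adjusted p up to 0.155).

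In large Pre-B cells 6 genes rose and 2 fell among 14155 tested. The let-7 targets Arid3a and Arid3b rose from 623 ± 218 to 2600 ± 1040 and from 346 ± 23.3 to 1210 ± 385 normalized counts (SD, n = 3 and 4). The interferon-induced gene Slfn8 (chromosome 11, 83002125 to 83020810) rose from 63.5 ± 21.8 to 317 ± 74.9, Cd36 from 434 ± 392 to 2480 ± 439 and Hspa12b from 28.9 ± 10.2 to 169 ± 47.4 (SD, n = 3 and 4). Spp1, which encodes osteopontin, fell from 887 ± 202 to 226 ± 59, and Arl5a from 1290 ± 213 to 467 ± 50.8 (SD, n = 3 and 4). The remaining call, 9930111J21Rik2, rose from 381 ± 127 to 1150 ± 169 (SD, n = 3 and 4) and is outside the naming rule, so it was named after its values were seen. All 6 genes that rose in large Pre-B cells also rose in small Pre-B cells, where 0.495 would be shared by independent lists, and Arl5a fell in both (1 of 2, against 0.155), while Spp1 did not pass in small Pre-B cells (log2 fold change -0.57, adjusted p = 0.172). Igf2bp3 stood at 169 ± 62.8 in control and 389 ± 138 in tet-LIN28B large Pre-B cells (SD, n = 3 and 4, adjusted p = 0.528), and Myc at 1300 ± 185 and 1480 ± 272 (SD, n = 3 and 4, adjusted p = 0.868).

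The number of genes called in large Pre-B cells depended on the tool and on single libraries. It was 0 by edgeR on the recovered reads (952 genes at an unadjusted p under 0.05, against 930 by limma and 1581 by DESeq2), 76 by DESeq2 and 19 in the authors' deposited table, 1 with each library rescaled to the same total, 0 without tet-LIN28B replicate 1, 2 or 4, 4 without tet-LIN28B replicate 3, 2 without control replicate 2 or control replicate 3, and 23 without control replicate 1. Control replicate 3 stood apart from the other libraries of this stage, and without it the calls of Arid3a (log2 fold change 1.70, adjusted p = 0.222), Cd36 (2.27, adjusted p = 0.0925), Arid3b (1.71, adjusted p = 0.122), Hspa12b (2.21, adjusted p = 0.122) and Arl5a (-1.33, adjusted p = 0.122) were lost. Without control replicate 2 these 5 genes, Slfn8 and Spp1 all missed the threshold (adjusted p from 0.0761 to 0.0984), and without tet-LIN28B replicate 3 Cd36 (adjusted p = 0.0822), Hspa12b (0.0778) and Spp1 (0.0529) did.

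Of 40 interferon response genes, 38 had a positive log2 fold change in large Pre-B cells, 1 was called over all genes and 9 were called adjusted over the list alone, with a mean of 0.89 (camera adjusted p = 2.03e-16, and adjusted p = 0.279 with an estimated correlation). Of 43 measured let-7 targets 2 rose and 0 fell (9 and 0 adjusted over the list alone), with a mean of 0.32 (adjusted p = 1.53e-07, and adjusted p = 0.0736 with an estimated correlation). Without Lin28b, chosen after seeing the data, 2 of 42 let-7 targets rose (8 adjusted over the list alone) with a mean of 0.28 (adjusted p = 6.64e-07, and adjusted p = 0.0849 with an estimated correlation). Without control replicate 1 the filter passed 46 let-7 targets, Lin28b included, with a mean of 0.20, while the mean of the same 43 was 0.26. The lists of light chain and late pre-B genes (mean 0.40) and BCR signal strength genes (0.37) were also higher, with 0 members called over all genes and 3 and 0 adjusted over the list alone. Their adjusted p values with an estimated correlation were 0.472 and 0.438. Ribosomal protein genes were lower as a list, with 0 of 82 called, 2 positive and a median log2 fold change of -0.31 (adjusted p = 1.4e-08, and adjusted p = 0.736 with an estimated correlation). The list of 75 oxidative phosphorylation genes was lower too, with a mean of -0.19 and 0 called (adjusted p = 0.00127, and adjusted p = 0.757 with an estimated correlation). Without control replicate 1 the ribosomal mean was -0.54 and without tet-LIN28B replicate 3 or 1 -0.48 or -0.18. Without control replicate 3 the ribosomal mean was -0.14, still past the threshold, that of the late pre-B genes 0.26 and that of oxidative phosphorylation -0.09 (adjusted p = 0.305), a list also not called without tet-LIN28B replicate 1 (mean -0.08, adjusted p = 0.157) or 4 (mean -0.12, adjusted p = 0.0685) and at -0.39 without tet-LIN28B replicate 3 and -0.31 without control replicate 1. The BCR signal strength list was not called without control replicate 1 (adjusted p = 0.118) or tet-LIN28B replicate 3 (adjusted p = 0.0647) or 4 (adjusted p = 0.078). The median of all genes was -0.02 under the deposited scaling and -0.13 with each library rescaled to the same total, and the ribosomal median was then -0.42.

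Genes of other bone marrow cells differed between the genotypes of large Pre-B cells. Monocyte, macrophage and dendritic markers were lower in tet-LIN28B cells (10 measured, 0 called, mean log2 fold change -1.45, adjusted p = 0.000285, and adjusted p = 0.438 with an estimated correlation). They held 29.7, 385 and 101 RPM (reads relative to each 1 M reads of the library) in the 3 controls and 25.7 to 28.5 in the 4 tet-LIN28B libraries. Neutrophil and granulocyte markers held 179 RPM in control replicate 2 and 0.865 and 14.5 in control replicates 1 and 3. Stromal and endothelial markers were lower (7 measured, mean -0.92, adjusted p = 0.0191, and adjusted p = 0.438 with an estimated correlation), with Spp1 as their only called member. Their RPM overlapped between the genotypes, at 160 to 279 in the 3 controls and 148 to 243 in the 4 tet-LIN28B libraries. T cell markers were lower as well (8 measured, mean -0.68, adjusted p = 0.0221, and adjusted p = 0.438 with an estimated correlation), but not past the threshold without control replicate 1, 2 or 3 or tet-LIN28B replicate 4. Without control replicate 3 the filter passed 10 of them, with a mean of -0.11, while the mean of the same 8 was -0.47. The stromal list was not called without control replicate 1 (adjusted p = 0.123) or tet-LIN28B replicate 3 (adjusted p = 0.109).

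In large Pro-B cells 0 of 13776 genes were called by limma, with 394 genes (2.86%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.29. Arid3a stood at 127 ± 47.2 in control and 558 ± 227 in tet-LIN28B cells (SD, n = 4 and 5, log2 fold change 2.09, adjusted p = 0.974), and Igf2bp3 at 179 ± 90.1 and 471 ± 160 (SD, n = 4 and 5, log2 fold change 1.48, adjusted p = 0.999). The libraries of the 2 genotypes did not overlap for either gene. Myc stood at 5650 ± 2030 and 4320 ± 636 (SD, n = 4 and 5, adjusted p = 0.999), and Il7r, Rpl36 and Rps9 had log2 fold changes of 0.06, -0.14 and -0.23 (adjusted p = 0.999 for each). On the recovered reads edgeR called 0 genes (363 at an unadjusted p under 0.05) and DESeq2 called 3 (1356 at an unadjusted p under 0.05), which were Lin28b, Arid3a and Per3, while the authors' deposited table lists 22 higher and 8 lower genes, with an adjusted p of 2.62e-09 for Lin28b and 0.000294 for Arid3a. On simulated data with the spread of these libraries, 4% of genes changed by a fold of 2, 58% by a fold of 4 and 88% by a fold of 8 were recovered in large Pro-B cells, so changes of a fold of 2 would mostly be missed there, against 40%, 88% and 100% in large Pre-B and 90%, 100% and 100% in small Pre-B cells.

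The let-7 targets were higher as a list in large Pro-B cells, with a mean log2 fold change of 0.64 over 48 measured genes, 0 called over all genes and 2 adjusted over the list alone (camera adjusted p = 1.32e-09, and adjusted p = 0.0275 with an estimated correlation). It was the only list at any of the 3 stages whose call held with an estimated correlation. By fry the let-7 list was called at all 3 stages (adjusted p = 0.0194 in large Pro-B, 0.0208 in large Pre-B and 0.00143 in small Pre-B cells). CameraPR called no difference between stages for the let-7 list. The adjusted p was 0.632 for small Pre-B against large Pro-B, 0.825 for small against large Pre-B and 0.395 for large Pre-B against large Pro-B cells. Without its member Lin28b, chosen after seeing the data, the mean of the let-7 list in large Pro-B cells was 0.57 over 47 genes, with 0 called over all genes and 1, Arid3a, adjusted over the list alone (camera adjusted p = 2.42e-08, and adjusted p = 0.0358 with an estimated correlation). Interferon response genes (39 measured, mean 0.51, adjusted p = 2.73e-05) and mitochondrially encoded genes (11 measured, mean 0.74, adjusted p = 0.000285) were higher, each with 0 called over all genes and 0 adjusted over the list alone, and adjusted p = 0.57 and 0.62 with an estimated correlation. The same interferon genes had a mean of 0.29 without control replicate 4, and the mitochondrially encoded genes 0.36 without tet-LIN28B replicate 3. Genes of the dissociation response were lower (25 measured, mean -0.38, or -0.58, -0.24 and -0.22 without control replicate 1, control replicate 2 and tet-LIN28B replicate 1, adjusted p = 0.00111, and adjusted p = 0.472 with an estimated correlation), as were glycolysis genes (19 measured, mean -0.14, adjusted p = 0.0221, and adjusted p = 0.472) and ribosome biogenesis genes (105 measured, mean -0.04, adjusted p = 0.0387, and adjusted p = 0.71). T cell markers were lower (6 measured, mean -0.86, adjusted p = 0.000155, and adjusted p = 0.122 with an estimated correlation), at 36.2 to 107 RPM in controls and 27.5 to 39.6 in tet-LIN28B cells, and were not called without control replicate 3 (adjusted p = 0.0629), where the filter passed 10 of them with a mean of -0.11 while the mean of the same 6 was -0.65. Neutrophil and granulocyte markers were lower (4 measured, mean -1.88, adjusted p = 0.00306, and adjusted p = 0.438 with an estimated correlation), and were not called without control replicate 2, the library with 125 RPM of them (mean -1.16, adjusted p = 0.0608), or without tet-LIN28B replicate 1 (adjusted p = 0.12). The glycolysis call was lost without control replicate 1 or 2 or tet-LIN28B replicate 3 or 4 (adjusted p up to 0.17), with means of -0.05 and -0.09 without the controls, where the filter passed 20 genes (-0.13 and -0.17 over the same 19), and that of ribosome biogenesis without control replicate 3, where its mean was 0.02 (adjusted p = 0.381), without control replicate 4 or without tet-LIN28B replicate 1, 3 or 4, while its mean was -0.09 without control replicate 1, -0.06 without control replicate 2 and -0.07 without tet-LIN28B replicate 5. The ribosomal protein genes were not called (82 measured, mean -0.07, adjusted p = 0.0774).

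**Figure D2:**
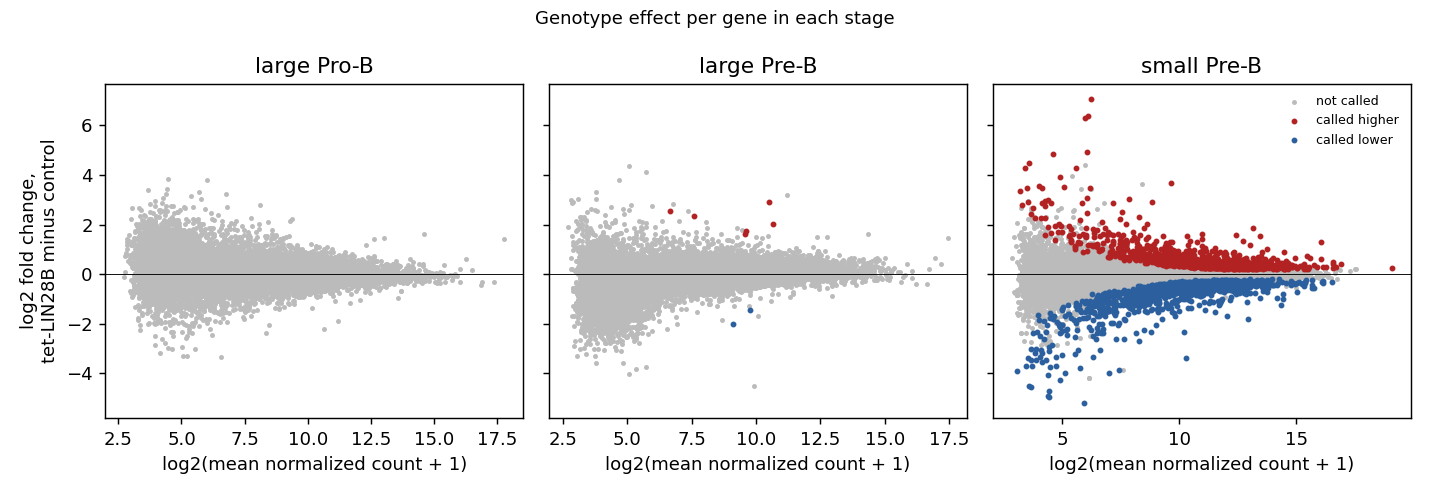
Log2 fold change (tet-LIN28B against control) of each tested gene against its level, log2(mean normalized count + 1), in the 3 stages, with called genes in red where higher and blue where lower. There are 0 called genes in large Pro-B, 8 in large Pre-B and 2107 in small Pre-B cells.

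The MYC target list was also compared across stages by preranked enrichment. Its normalized score was -1.46 in large Pro-B cells (permutation p = 0.00243), 0.72 in large Pre-B cells (permutation p = 0.992) and 2.80 in small Pre-B cells (permutation p = 6.12e-25), each a permutation of genes. By camera the list was not called in large Pro-B cells (adjusted p = 0.0539, and adjusted p = 0.777 with an estimated correlation). In small Pre-B cells camera called it (adjusted p = 6.63e-12), but not with an estimated correlation (adjusted p = 0.472). By fry it was called at neither of these stages (adjusted p = 0.904 and 0.0506). Of the 199 MYC targets 0 were called by limma in large Pro-B or large Pre-B cells. In large Pro-B cells the score lost its call without control replicate 3 (-0.78), control replicate 4 (-0.58), tet-LIN28B replicate 1 (-0.69), tet-LIN28B replicate 2 (-0.90) or tet-LIN28B replicate 3 (-1.19), and in large Pre-B cells it was -1.57 without tet-LIN28B replicate 3 and -2.15 after quantile normalization. In small Pre-B cells it lay between 2.65 and 2.93 whichever library was left out.

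**Figure D3:**
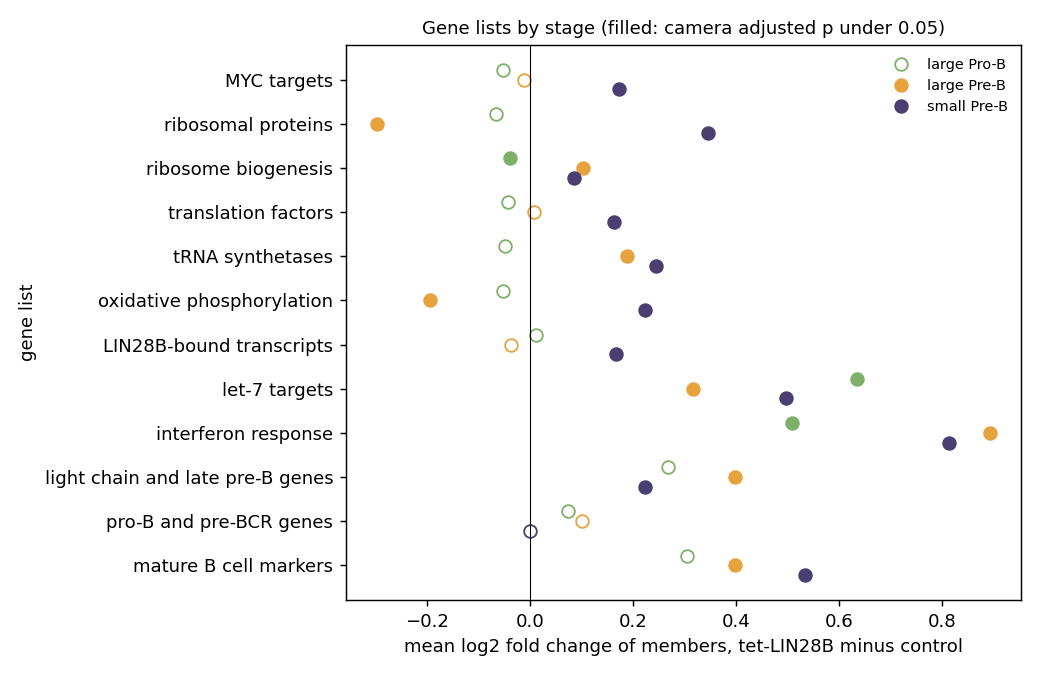
Mean log2 fold change (tet-LIN28B against control) of 12 gene lists at the 3 stages, with filled points where the camera adjusted p with a preset correlation was under 0.05. Ribosomal protein genes had a mean of -0.07 in large Pro-B, -0.30 in large Pre-B and 0.35 in small Pre-B cells.

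Whether the genotype effect itself differed between stages was tested over the 11830 genes measured in all of them. The effect on Myc was larger in small Pre-B than in large Pro-B cells by 3.36 on the log2 scale (adjusted p = 0.000118) and than in large Pre-B cells by 2.91 (adjusted p = 0.00283). Id3, which encodes an inhibitor of E proteins, rose in small Pre-B cells by 1.57 ± 0.07 (SE) and had log2 fold changes of 0.03 in large Pro-B and 0.65 in large Pre-B cells. Its effect in small Pre-B cells was larger than in large Pro-B cells by 1.55 (adjusted p = 0.0325). A630023P12Rik (difference 4.69, adjusted p = 0.00949) and Dgkh (difference -4.94, adjusted p = 0.0398) also differed between these stages, and Lin28b (difference 4.96, adjusted p = 0.0304) between small and large Pre-B cells. Lin28b was at 0 in all small Pre-B controls, so its difference is set by the pseudocount, and with a pseudocount of 10 it was 2.18 (adjusted p = 0.997). That of A630023P12Rik was then 2.07 (adjusted p = 0.294), and with a pseudocount of 0.5 Dgkh missed the threshold (adjusted p = 0.0531). In total 4 genes differed between small Pre-B and large Pro-B cells, 2 between small and large Pre-B cells, and 0 between large Pre-B and large Pro-B cells (limma, with 567, 286 and 521 at an unadjusted p under 0.05). The model takes 1 variance per gene for all stages. Within stages the median residual SD was 0.618 in large Pro-B, 0.434 in large Pre-B and 0.17 in small Pre-B cells. How far this shifts the counts of these differences was not tested. No mouse gave both small Pre-B and large cells, so stage and mice cannot be told apart in these differences. Without large Pro-B tet-LIN28B replicate 4, 32 genes differed between small Pre-B and large Pro-B cells, and without large Pro-B control replicate 4 7 genes did. The calls of Myc held whichever library was left out. Id3 (adjusted p up to 0.155) and Dgkh (up to 0.203) lost theirs without any 1 of the 6 small Pre-B libraries, of large Pro-B control replicates 2 and 3 and tet-LIN28B replicate 5, or of large Pre-B control replicate 1 and tet-LIN28B replicate 4, and Dgkh also without large Pro-B control replicate 1 or tet-LIN28B replicate 1, 2 or 3. A630023P12Rik lost its call without small Pre-B control replicate 2 or 3 or tet-LIN28B replicate 2 or 3 (adjusted p up to 0.0743), and Lin28b without small Pre-B control replicate 1, 2 or 3, tet-LIN28B replicate 1 or 3, large Pre-B control replicate 2 or 3 or tet-LIN28B replicate 1, 2 or 4 (adjusted p up to 0.176).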

Values the study reported

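The study reported 238 transcripts that were bound by LIN28B in cultured cells, at an enrichment of 2-fold or more over input.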

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

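The comparison of mouse cohorts and the tests of myeloid and of plasmacytoid dendritic markers were chosen only after the results they bear on had been seen, and the noise up to the large Pro-B spread was added after the other tests.

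Within a genotype, 5 of 46 groups of values held a library far from the others of its group, where chance alone gives about 1 in 20, or 2.3. In large Pro-B cells these were Nr4a1 in control replicate 1 (normalized count 89.2), Rpl36 in tet-LIN28B replicate 3 (841) and the median Spearman correlation with the other libraries of the stage in tet-LIN28B replicate 4 (0.906). In large Pre-B cells they were Lin28b (175) and Rpl23 (497), both in tet-LIN28B replicate 3.

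By limma there were 6 calls of a genotype effect that differed between stages, on 5 genes. Small Pre-B exceeded large Pro-B cells for Myc (3.36), A630023P12Rik (4.69) and Id3 (1.55) and lay below them for Dgkh (-4.94), and small Pre-B exceeded large Pre-B cells for Myc (2.91) and Lin28b (4.96), all as differences of log2 fold changes. The value of Lin28b rests on the pseudocount, since it was at 0 in all small Pre-B controls, and with a pseudocount of 10 it was 2.18 and that of A630023P12Rik 2.07, neither past the threshold (adjusted p = 0.997 and 0.294). The mice were also split between genotypes at random, with the true grouping counted among the 100 splits. Of these, 5 of 100 gave as many genes for small Pre-B against large Pro-B cells (4, highest other 17). For small against large Pre-B cells 5 of 100 did (2, highest other 19), so chance cannot be excluded for these counts. For large Pre-B against large Pro-B cells 100 of 100 did (0, highest other 1), as every split must when the count is 0, so this decides nothing.

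As lists, protein synthesis and energy genes differed between stages by cameraPR, which takes a preset correlation, while within the stages the calls of these lists were lost with an estimated one. Between small Pre-B and large Pro-B cells the mean difference in log2 fold change was 0.41 for ribosomal proteins, 0.23 for MYC targets, 0.28 for oxidative phosphorylation, 0.38 for the unfolded protein and stress response, 0.21 for translation factors, 0.29 for tRNA synthetases, 0.22 for glycolysis, 0.12 for ribosome biogenesis, 0.16 for LIN28B-bound transcripts, 0.17 for the cell cycle and 0.29 for the interferon response (adjusted p up to 0.0322). Between small and large Pre-B cells it was 0.66 for ribosomal proteins, 0.46 for oxidative phosphorylation, 0.23 for LIN28B-bound transcripts, 0.20 for MYC targets, 0.16 for translation factors, 0.22 for the unfolded protein and stress response and 1.18 for monocyte, macrophage and dendritic markers (adjusted p up to 0.00491). Between large Pre-B and large Pro-B cells it was -0.24 for ribosomal proteins, 0.25 for tRNA synthetases, 0.42 for the interferon response, -1.43 for monocyte, macrophage and dendritic markers, 0.14 for ribosome biogenesis, -0.18 for oxidative phosphorylation, 0.17 for glycolysis, 0.14 for the cell cycle, 0.16 for light chain and late pre-B genes and -0.36 for mitochondrially encoded genes (adjusted p up to 0.0384).

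Far more genes passed in small Pre-B cells (2107) than in large Pre-B (8) or large Pro-B cells (0). Deeper sequencing is argued against, since 1852 genes (751 higher, 1101 lower) still passed with each small Pre-B library thinned to 13.9 M reads. A smaller spread of single genes as the whole cause is argued against too. A median of 390 genes over 21 draws (336 to 428) passed with noise added up to the large Pre-B spread. With noise up to the large Pro-B spread a median of 123 (94 to 165) passed. Deviations shared by many genes of a library were not tested, so a part for them stays open. The genes called in small Pre-B cells had a median log2 fold change, signed by their direction there, of 0.09 in large Pre-B against 0.471 in small Pre-B cells (60.1% of 1962 in the same direction), and of 0.017 in large Pro-B against 0.463 in small Pre-B cells (52.5% of 1916), which is consistent with a larger effect in small Pre-B cells, although choosing genes there raises their value there. Of the groupings of the libraries, the true one included, 5 of 35 gave a median as high in large Pre-B and 60 of 126 in large Pro-B cells. A difference between cohorts of mice stays open, because 0 mice gave both small Pre-B and large cells.

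Interferon response genes were higher as a list in tet-LIN28B large and small Pre-B cells, though not with an estimated correlation (adjusted p = 0.279 and 0.481). Myeloid cells in the sort are argued against as the source: their markers had a mean log2 fold change of -1.45 (SE over 10 markers 0.497) in large Pre-B and 0.11 (SE over 9 markers 0.257) in small Pre-B cells. A single library is argued against, since the mean of the list was at least 0.70 in large Pre-B and 0.66 in small Pre-B cells with any library left out, and unequal sexes of the mice are argued against by a mean of 0.90 in large Pre-B cells with sex as a covariate. Plasmacytoid dendritic cells stay open, since their markers, of which Irf8 and Ly6d are B cell genes as well, had means of 0.28 (SE over 12 markers 0.406) and 0.49 (SE over 10 markers 0.412), with Siglech at normalized counts of 59.2 in control and 66.9 in tet-LIN28B large Pre-B cells (1.55 and 0 in small Pre-B cells), Ccr9 at 40.2 and 33.6 (small Pre-B 44.6 and 15.9), Bst2 at 194 and 194 (584 and 870) and Pacsin1 at 5.39 and 60.3 (2.52 and 27.2). An effect of the transgene on interferon response genes stays as a hypothesis, found and tested on the same data, and housing or litter of the mice was not tested.

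Ribosomal protein genes were lower as a list in tet-LIN28B large Pre-B and higher in small Pre-B cells, though not with an estimated correlation (adjusted p = 0.736 and 0.564). The authors' scaling is argued against as the cause, since the median nearest 0 under the other scalings was -0.39 in large Pre-B and 0.30 in small Pre-B cells. In small Pre-B cells a single library is argued against as well (median at least 0.28, the lowest without tet-LIN28B replicate 3), whereas in large Pre-B cells the median was -0.14 without control replicate 3, so how far this library carries it stays open. A bias by transcript length stays open in both stages, since 246 genes matched on length and level moved the same way, with medians of -0.14 in large Pre-B and 0.16 in small Pre-B cells against -0.31 and 0.339 for the ribosomal protein genes. The biological difference named by the design, the stage, was not separable from the mice.

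Splits of the same libraries, with the true grouping counted among them, were used to ask how often chance gives results as large. In large Pro-B cells 100 of 100 splits gave as many genes (0, highest other 1014), which a count of 0 makes certain, 64 of 100 as high a MYC score in absolute size (1.46, highest other 3.10) and 61 of 100 as many lists (7 when adjusted within the stage, highest other 17), so chance cannot be excluded for the score and the lists. The split with 1014 genes sets control replicates 2, 3 and 4 with tet-LIN28B replicate 4 against the rest, which points to a structure of these samples other than genotype. In large Pre-B cells 2 of 35 splits gave as many genes (8, highest other 8), 35 of 35 as high a MYC score (0.719, highest other 2.35) and 3 of 35 as many lists (16, highest other 18), so chance cannot be excluded by these splits alone, although all 6 genes that rose there also rose in small Pre-B cells of other mice, where 0.495 would be shared by independent lists, and 1 of the 2 that fell also fell there (0.155). The other split with 8 genes sets the 3 female mice against the male mice, and 12 genes passed for genotype with sex as a covariate, all 8 calls among them. In small Pre-B cells the 10 splits are too few for a share under 0.05: 1 gave as many genes (2107, highest other 1), 3 as high a MYC score (2.80, highest other 2.88) and 2 as many lists (18, highest other 18).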

How the results depend on the processing

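Sex as a covariate, leaving out the libraries that stand apart and the let-7 list without Lin28b were chosen after seeing the data, all other settings before. Of the small Pre-B counts, 2107 genes became 1061 in the authors' deposited table (971 shared) and 1016 to 1965 with 1 library left out, and lay between 1758 and 2635 under all other settings, with 2018 by edgeR and 2635 by DESeq2 on the recovered reads. In large Pro-B cells, where limma called 0 genes, 2 passed with array weights, 3 by DESeq2, 30 in the authors' deposited table and 0 to 1 with 1 library left out. In large Pre-B cells 8 genes became 15 with no filter, 1 with the same total per library, 4 after quantile normalization, 2 without the libraries that stand apart, 0 by edgeR, 76 by DESeq2, 19 in the authors' deposited table (7 shared), and 0 to 23 with 1 library left out. Array weights gave 3196 there, in a fit of the weights that did not converge. Where fewer libraries entered, the loss of calls follows in part from the smaller groups, and for the other changes the cause was not tested.

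The MYC score of large Pro-B cells (-1.46) lost its call after quantile normalization (-1.21) and with sex as a covariate (-0.829), and ranged from -2.06 to -0.577 with 1 library left out. That of large Pre-B cells (0.719) was -2.15 after quantile normalization and -1.57 to 0.874 with 1 library left out, and quantile normalization also gave the MYC target and translation factor lists there means of -0.137 and -0.113. Leaving Lin28b out of the let-7 list kept its calls at all 3 stages with the preset correlation, and that of large Pro-B cells with an estimated one. Of 42 list calls, 1 held with an estimated correlation and 10 lists were called by fry (9 shared), while 34 to 48 were called with 1 library left out. Fry called the let-7 list at all 3 stages, and T cell markers in large Pro-B and small Pre-B cells. In small Pre-B cells fry also called ribosome biogenesis (adjusted p = 0.02), translation factors (0.0252) and tRNA synthetases (0.02). Light chain and late pre-B genes (0.025) and mature B cell markers (0.0204) were called by fry there too. The cell cycle list of large Pre-B cells (mean 0.15) ranged from -0.054 to 0.317 with 1 library left out, and the lower value, without control replicate 3, is also that without the libraries that stand apart. The cause was not tested.

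For stage differences, 6 calls became 41 without the libraries that stand apart and 2 to 35 with 1 library left out. These were 30 and 1 to 32 for small Pre-B against large Pro-B cells (4), 9 and 0 to 2 for large Pre-B against large Pro-B cells (0), and 1 to 3 with 1 library left out for small against large Pre-B cells (2), where a pseudocount of 10 left 1. Of the 6 calls, 1 was lost after quantile normalization within each stage and 1 without the libraries that stand apart. All 6 held with no random block for the mouse. The cause was not tested.

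Of named genes, 855 results kept their side of the threshold with 1 library left out, 130 lost a call and 1 gained one. Of the 154 results of named genes, edgeR ended 8 calls, quantile normalization 4, the same total 10, no filter 6 and the replicate block 12, DESeq2 gained 5 and array weights 10, and the authors' deposited table ended 24 and gained 4. No named gene changed direction while called under any setting run.

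The replicate numbers do not pair the mice by any source used here. Deviations of same-numbered libraries correlated from -0.188 to 0.43 in large Pro-B, from -0.0588 to 0.16 in large Pre-B and from -0.112 to 0.0167 in small Pre-B cells, and 2, 0 and 0 controls correlated best with their own number. With the replicate block 0, 2 and 1758 genes were called.

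The spread between libraries was larger in the large stages. The median residual SD was 0.618 in large Pro-B, 0.434 in large Pre-B and 0.17 in small Pre-B cells on the log2 scale. In simulated data with the spread of each stage, a fold of 1.5 was recovered for 0%, 2% and 66% of changed genes. Whether depth also limits the large stages was not tested, since only small Pre-B libraries were thinned.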

Other observations

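The reading of sex and the comparison of shared mice were chosen after seeing the data, and the other tests of this part are those of the report. Mature B cell markers moved in both directions in small Pre-B cells, with 10 of 20 higher and 5 lower (11 and 6 adjusted over the list alone, camera adjusted p = 0.00938, and adjusted p = 0.584 with an estimated correlation), of which 13 are also in the late pre-B list. Ccr7, the receptor that guides lymphocytes to lymphoid tissue, rose from a normalized count of 8050 ± 279 to 13000 ± 833 (SD, n = 3 and 3). Of 13 plasma cell markers 3 rose and 2 fell (5 and 2 adjusted over the list alone), and the list was not called (adjusted p = 0.286). Sdc1, the surface proteoglycan CD138, fell from 6440 ± 700 to 1990 ± 126, while Mzb1, a chaperone of immunoglobulin assembly, rose from 9030 ± 603 to 18200 ± 965 and Fkbp11 from 17.7 ± 19.3 to 113 ± 27.6 (SD, n = 3 and 3). In the IL-7 and STAT5 list 2 of 21 rose and 2 fell (3 and 3 adjusted over the list alone, adjusted p = 0.593), and Socs2, a STAT5 target, fell from 275 ± 37.6 to 121 ± 32.4 (SD, n = 3 and 3).

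Of 65 cell cycle genes 10 rose and 1 fell in small Pre-B cells (15 and 2 adjusted over the list alone), with Ccna2 at a log2 fold change of 0.77 and Foxm1 at -0.65. The list was called (adjusted p = 0.0046, and adjusted p = 0.757 with an estimated correlation), but not without control replicate 1 (adjusted p = 0.0628) or tet-LIN28B replicate 1 (adjusted p = 0.18), where its mean of 0.19 was 0.12 and 0.10, and it was 0.33 without tet-LIN28B replicate 2. Glycolysis genes rose for 5 of 19 (5 adjusted over the list alone, adjusted p = 0.0259, and adjusted p = 0.62 with an estimated correlation), with a mean of 0.07, a call lost without control replicate 1 (mean 0.04, adjusted p = 0.062) or tet-LIN28B replicate 1 (adjusted p = 0.0519). Mitochondrially encoded genes had 0 of 13 called and a mean of 0.37, or 0.21 without control replicate 2 (adjusted p = 0.0221, and adjusted p = 0.71 with an estimated correlation), a call lost without control replicate 3 (adjusted p = 0.0623) or tet-LIN28B replicate 3 (adjusted p = 0.198). Of 23 p53 and apoptosis genes 0 were called by limma (adjusted p = 0.877). Of 4 measured T cell markers Tcf7 fell, from 39.8 ± 7.03 to 4.82 ± 1.78, and of 12 stem and progenitor markers 1 rose and 2 fell (3 and 2 adjusted over the list alone), with Flt3 from 27.5 ± 1.95 to 63 ± 14.2 and Angpt1 from 322 ± 110 to 86.1 ± 6.85 (SD, n = 3 and 3), while neither list was called (adjusted p = 0.183 and 0.751). The call of Flt3 (adjusted p = 0.0346) was lost without any 1 library (adjusted p up to 0.111) and is absent from the authors' deposited table (adjusted p = 0.227).

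Further lists were higher in large Pre-B cells by camera with a preset correlation, with 0 members called by limma over all genes and, adjusted over the list alone, 2 mature B cell markers. These were tRNA synthetases (mean log2 fold change 0.19, adjusted p = 0.00938), ribosome biogenesis (0.10, adjusted p = 0.0149), the cell cycle (0.15, adjusted p = 0.00896), cholesterol and lipid synthesis (0.17, adjusted p = 0.0381), mature B cell markers (0.40, adjusted p = 0.025) and heavy chain variable segments (0.52, adjusted p = 0.0466), with adjusted p values of 0.71, 0.71, 0.777, 0.472, 0.71 and 0.757 in this order with an estimated correlation. The calls of tRNA synthetases, the cell cycle, cholesterol synthesis, mature B cell markers and heavy chain segments were lost without control replicate 3, where the cell cycle mean was -0.05 (adjusted p = 0.249), that of tRNA synthetases 0.08, of mature B cell markers 0.19 and of heavy chain segments 0.23 (0.38 over the same 22 segments). Without control replicate 1 the means of tRNA synthetases and the cell cycle were 0.30 and 0.32, and without tet-LIN28B replicate 3 that of heavy chain segments was 0.16 (0.19 over the same segments). Calls were also lost without tet-LIN28B replicate 3 for ribosome biogenesis (adjusted p = 0.168), without control replicate 2 or tet-LIN28B replicate 1 or 2 for cholesterol synthesis (up to 0.0819), without tet-LIN28B replicate 3 or 4 for mature B cell markers (up to 0.0931), and without control replicate 1 or tet-LIN28B replicate 2 or 3 for heavy chain segments (up to 0.756).

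The sex of each mouse, read from Xist and Ddx3y, was female for 1 control and 2 tet-LIN28B mice in large Pro-B cells and for the same numbers in large Pre-B cells, and all 6 mice of the small Pre-B libraries were male. Control replicate 4 and tet-LIN28B replicate 4 of large Pro-B and control replicate 3 of large Pre-B cells stood apart from the other libraries of their stage. For the 7 mice with both a large Pro-B and a large Pre-B library, deviations from the group means correlated across genes at a median r of 0.114, against -0.0376 between different mice, where genes are not independent replicates.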
